# IL-4 driven transcription factor FoxQ1 is expressed by monocytes in atopic dermatitis and stimulates monocyte migration

**DOI:** 10.1038/s41598-017-17307-z

**Published:** 2017-12-04

**Authors:** Ilja Ovsiy, Vladimir Riabov, Ioannis Manousaridis, Julia Michel, Kondaiah Moganti, Shuiping Yin, Tengfei Liu, Carsten Sticht, Elisabeth Kremmer, Martin C. Harmsen, Sergij Goerdt, Alexei Gratchev, Julia Kzhyshkowska

## Abstract

Monocytes are actively recruited at sites of chronic inflammation. However, molecular factors involved in this process are not fully elucidated. Here, we show that cytokine IL-4 which is implicated in the development of chronic inflammatory disease atopic dermatitis (AD) induces expression of transcription factor FoxQ1 in human monocytes and macrophages. FoxQ1 mRNA levels were elevated in monocytes of AD patients compared to healthy donors. Overexpression of FoxQ1 in RAW 264.7 monocytic cells facilitated their migration towards MCP-1 and was associated with decreased expression of migration-regulating genes (claudin 11 and plexin C1). Furthermore, FoxQ1 overexpression in RAW cells accelerated TNFα secretion after LPS challenge. Overall, our results indicate that FoxQ1 stimulates monocyte motility, increases pro-inflammatory potential, and directs monocyte migration towards MCP-1 that is crucial for monocyte influx into inflammatory sites. This mechanism could contribute to the pathogenesis of chronic inflammatory disorders such as AD.

## Introduction

Monocytes are critical components of inflammatory reactions. Increased numbers of infiltrating monocytes is characteristic for acute and chronic inflammatory disorders including atherosclerosis, chronic liver diseases, and atopic dermatitis (AD)^1–3^. Damaged and inflamed tissue attracts and recruits circulating monocytes by secreting MCP-1. This key monocyte recruiting chemokine is secreted by various cell types including epithelial cells, fibroblasts, endothelial cells and monocytes^3,4^. At the site of inflammation, monocytes differentiate into mature macrophages under control of local tissue-derived and inflammatory factors. In case of an acute inflammatory response to pathogens or trauma, monocyte-derived macrophages exert their anti-bacterial function, clear the infection, and stimulate the resolution of inflammation and healing. The inability of macrophages to control the resolution phase results in development of chronic inflammation. The balance of cytokines and chemokines produced by macrophages, T-cells and other immune cells is critical for efficient resolution of inflammation. Key prototype cytokines involved in the regulation of acute inflammation and its resolution are IFN-γ and IL-4. IFN-γ induces acute phase of inflammation and is recognized as prototypic M1-polarizing factor^5^. IL-4 antagonizes effects of IFN-γ and stimulates alternative macrophage activation which is associated with extracellular matrix remodeling, repair and resolution of inflammation^5,6^. However, increased systemic and local IL-4 levels are also found in chronic Th2-associated inflammatory conditions such as asthma and AD^7–10^. AD is a chronic inflammatory skin disease which is characterized by abnormalities in skin barrier function (itchy, red, swollen skin), and immune dysregulation^10,11^. In AD immune dysregulation involves increased infiltration of IL-4-producing Th2 cells, eosinophils and macrophages expressing elevated levels of the scavenger receptor CD163 and mannose receptor (CD206)^2,12,13^. Recently, forkhead box transcription factor FoxQ1 has been identified as one of the hubs in IL-4 activated transcriptional networks in human macrophages^14^. However, despite involvement of FoxQ1 in migration, invasion and proliferation of tumor cells, its functional role in monocytes/macrophages and association with human pathologies other than cancer remained unknown^15–18^.

In this study we demonstrate that FoxQ1 expression is upregulated in circulating monocytes of patients with AD. Utilizing *ex vivo* cultured monocyte-derived macrophages from healthy donors we revealed stringent regulation of FoxQ1 expression by Th1/Th2-associated cytokines. Using gain-of function approach we demonstrated that FoxQ1 markedly enhances migration of monocytes towards chemokine MCP-1. By analyzing FoxQ1-regulated genes we revealed that both activation of cytoskeleton dynamics and suppression of negative regulator of migration Plexin C1 are associated with FoxQ1-inducible migration. Overall, our results indicate that FoxQ1 is critical factor for IL-4-mediated recruitment of monocytes in chronic inflammatory conditions.

## Results

### FoxQ1 expression in macrophages is stimulated by IL-4 and suppressed by IFN-γ

Recently, the Th2-associated cytokine IL-4 was shown to enhance expression of FoxQ1 in human monocyte-derived macrophages^14^. However, the regulation of its expression by Th1/Th2 cytokine balance was not studied. It was previously found in our laboratory that macrophages induced by IL-4 are plastic cells, and can be reprogrammed in culture conditions^19^. Therefore, the regulation of FoxQ1 expression was analyzed in macrophages upon their reprogramming by cytokines and bacterial products. Monocytes isolated from buffy coats were cultured without stimulation or in the presence of IL-4 or IFN-γ. On the sixth day of culture the cells were restimulated with IFN-γ or LPS for 6 h and FoxQ1 expression was analysed using RT-qPCR. Indeed, IL-4 stimulation for 6 days significantly increased FoxQ1 expression in macrophages (p < 0.001) whereas its expression was negligible in non-stimulated and IFN-γ-stimulated macrophages (Fig. 1A). Re-stimulation of IL-4-treated macrophages with IFN-γ or LPS resulted in rapid downregulation of FoxQ1 mRNA expression indicating stringent regulation by Th1/Th2 cytokines and bacterial products (Fig. 1A). We further examined the dynamics of FoxQ1 expression in response to IL-4 stimulation using monocytes from 5 healthy donors. Increased expression of FoxQ1 gene was evident already 3 h after addition of IL-4 and rapidly increased between 6 h and 25 h of stimulation indicating direct and tight regulation of FoxQ1 expression by IL-4 (Fig. 1B and Supplementary Fig. 1).

**Figure 1:**
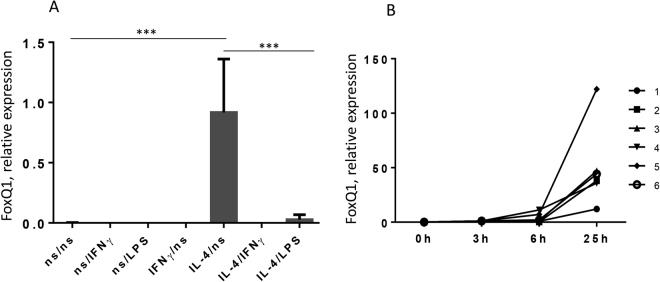
The analysis of FoxQ1 mRNA expression in primary human macrophages. (**A**) Macrophages of 8 healthy donors were stimulated with IL-4 or left non-stimulated (ns) for 6 days and then re-stimulated with IFN-γ or LPS for 6 hours. FoxQ1 expression was assessed using RT-qPCR. The data are mean ± SD. ***p < 0.001, one-way ANOVA with Tukey’s multiple comparison test. (**B**) The dynamics of FoxQ1 mRNA expression was studied in IL-4-stimulated monocytes isolated from 6 healthy donors using RT-qPCR.

On the protein level FoxQ1 was weakly expressed in non-stimulated macrophages (ns) and more pronouncedly in IL-4 stimulated monocyte-derived macrophages as detected by immunofluorescent staining/confocal microscopy on day 6 of culture (Fig. 2). The pattern of protein expression revealed preferential nuclear localization of FoxQ1 in human primary macrophages (Fig. 2). However, in contrast to human colorectal cancer cell line WIDR that was used as a positive control and showed nearly exclusive nuclear localization of FoxQ1, in macrophages its expression was also detectable in the cytoplasm (Fig. 2 and Supplementary Fig. 2)

**Figure 2:**
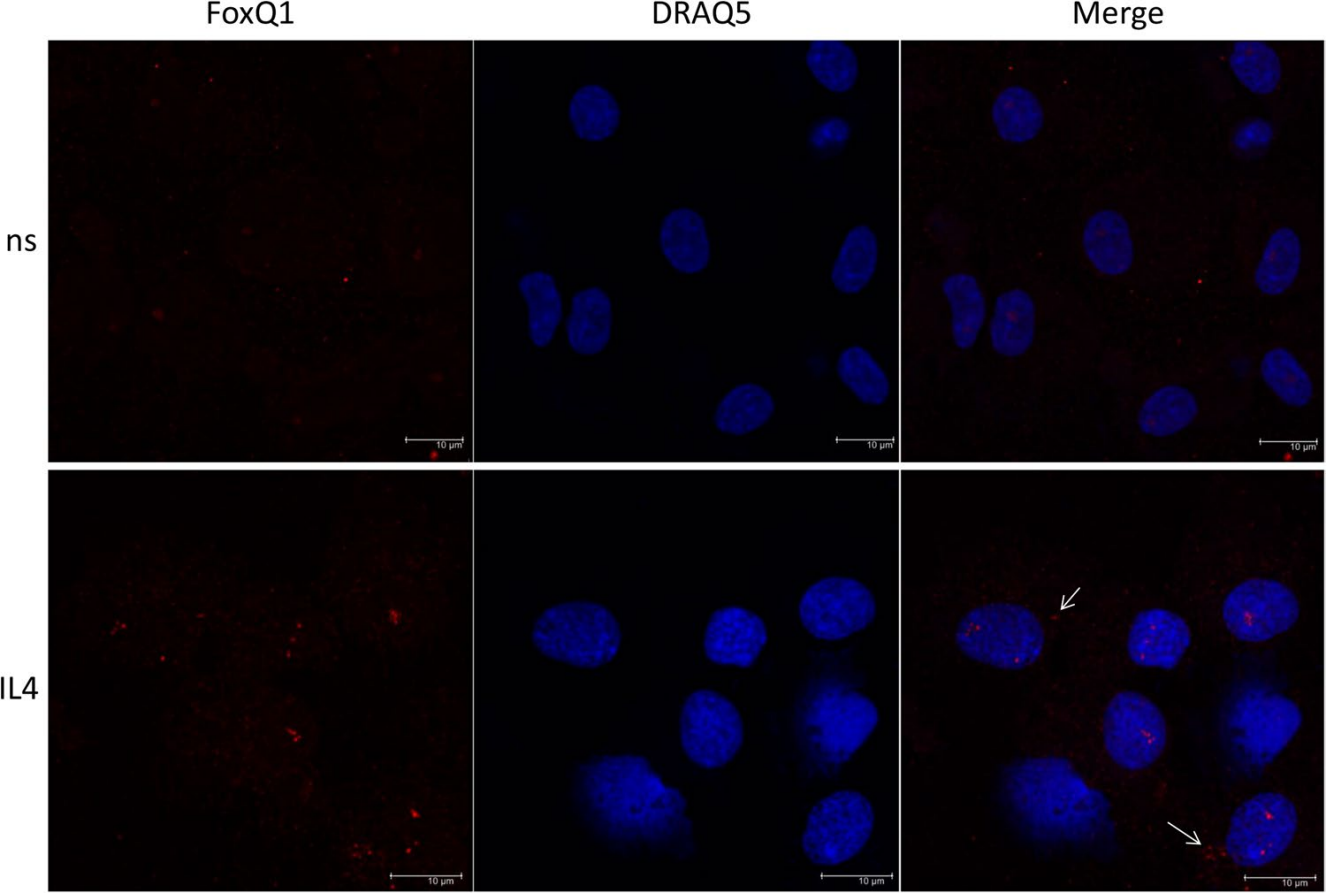
The analysis of FoxQ1 protein expression in primary human macrophages. Monocytes were isolated from blood of healthy donors (n = 3) and cultured for 6 days without stimulation (ns) or in the presence of IL-4. FoxQ1 expression (red) was assessed by immunofluorescent staining/confocal microscopy using goat anti-human FoxQ1 abs. Nuclei were visualized using DRAQ5 (blue). White arrows indicate cytoplasmic presence of FoxQ1 in macrophages. Representative images are shown. Scale bars: 10 µm.

### FoxQ1 expression is enhanced in monocytes of AD patients

Increased IL-4 expression is found during chronic inflammatory conditions (e.g. asthma, allergic inflammation and AD) that are also characterized by increased influx of monocytes/macrophages to the lesions^8,20,21^. Since IL-4 plays an important role in the pathogenesis of atopic dermatitis (AD), we further tested whether expression of FoxQ1 is changed in blood monocytes from AD patients compared to healthy donors. The analysis revealed significant increase in expression of FoxQ1 in monocytes of AD patients compared to healthy donors (p = 0.0016) suggesting potential implication of FoxQ1 in pathogenesis of AD (Fig. 3).

**Figure 3:**
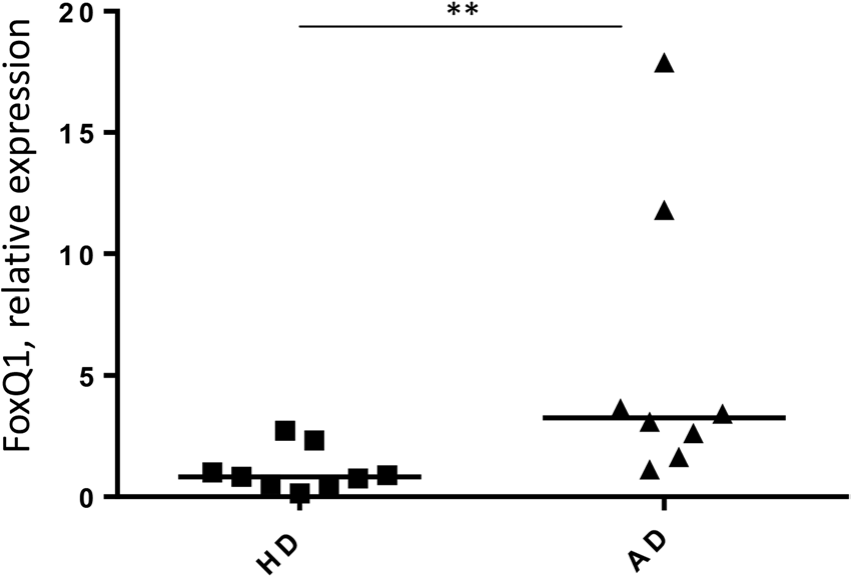
RT-qPCR analysis of FoxQ1 mRNA expression in patients with atopic dermatitis. Monocytes were isolated from blood of patients with AD (n = 8) and healthy donors (n = 9) and directly used for RNA isolation. **p = 0.0016, Mann-Whitney U test.

### FoxQ1 expression accelerates TNFα production but does not affect scavenging activities of RAW 264.7 cells

To study functional role of FoxQ1 in monocytes we generated murine monocyte/macrophage RAW 264.7 clones stably expressing FoxQ1 (Supplementary Fig. 3). This monocyte cell line was selected due to negligible levels of endogenous FoxQ1 expression (data not shown). First, we have studied whether basic macrophage activities (inflammatory response, phagocytosis, and endocytosis) are affected by FoxQ1 overexpression.

To assess inflammatory response, RAW-FoxQ1 cells and RAW-vector cells were stimulated by LPS, and production of TNFα was quantified by ELISA 3 h, 6 h and 24 h after LPS challenge. Presence of FoxQ1 resulted in significant acceleration of TNFα secretion 3 h (p < 0.001) and 6 h (p < 0.05) after LPS stimulation indicating that FoxQ1 increases pro-inflammatory potential of monocytes/macrophages (Fig. 4A). TNFα production in unstimulated RAW-vector and RAW-FoxQ1 cells was below detection levels. In contrast, macrophage scavenging activity was not affected by FoxQ1 (Fig. 4B and C). Specifically, flow cytometry analysis of phagocytosis of fluorescent latex beads demonstrated that the presence of FoxQ1 had no effect on the phagocytic uptake in macrophages (Fig. 4B). Endocytosis is another essential macrophage function related to the resolution of inflammation and tissue remodeling^22^. Thus, we have compared endocytic uptake of fluorescently labeled acetylated low density lipoprotein (acLDL, common ligand of multiple scavenger receptors) by RAW-FoxQ1 and RAW-vector clones, and found that both cell types showed similar rates of acLDL uptake (Fig. 4C).

**Figure 4:**
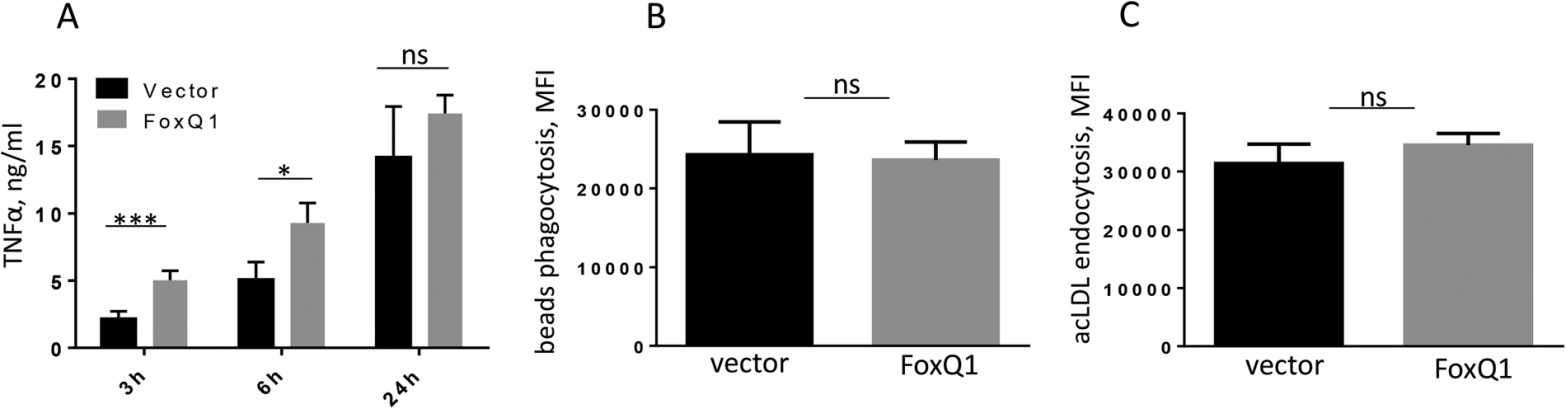
The analysis of inflammatory response and scavenging activity in FoxQ1 expressing RAW 264.7 cells. (**A**) FoxQ1 and empty vector-transfected cells were stimulated with LPS for 3 h, 6 h and 24 h, and TNFα production was analyzed by ELISA. The data are mean ± SD for two vector and two FoxQ1 clones analyzed in triplicates. *p < 0.05, ***p < 0.001; One-way ANOVA with Sidak’s multiple comparison test. (**B**) Phagocytosis of fluorescent latex beads in FoxQ1 and vector clones was performed for 3 h and assessed using flow cytometry. The data are mean fluorescence intensity (MFI) ± SD for 3 independent experiments with 3 FoxQ1 and 3 empty vector clones, ns - not significant, two-tailed Student’s t test. (**C**) Endocytosis of acLDL-Alexa488 was performed for 30 min and measured using flow cytometry. The data are MFI ± SD for 3 independent experiments with 3 FoxQ1 and 3 empty vector clones, ns - not significant, two-tailed Student’s t test.

### FoxQ1 induces migration of RAW 264.7 cells towards MCP-1

Since FoxQ1 expression was found to be elevated in the circulating monocytes of patients with AD, the disease associated with accumulation of macrophages in skin lesions, we assessed another essential function of circulating monocytes – migration. The ability of FoxQ1 to stimulate migration towards key inflammatory chemotactic cytokine MCP-1 was investigated. MCP-1 is produced by keratinocytes, fibroblasts, macrophages, and other immune cells in sites of tissue inflammation^3,4^, and instructs circulating monocytes to enter the lesion. In our study FoxQ1 significantly increased migration of RAW cells towards MCP-1 (p < 0.05) (Fig. 5A). Notably, all FoxQ1 clones uniformly increased their migratory ability towards MCP-1 (Fig. 5A).

**Figure 5:**
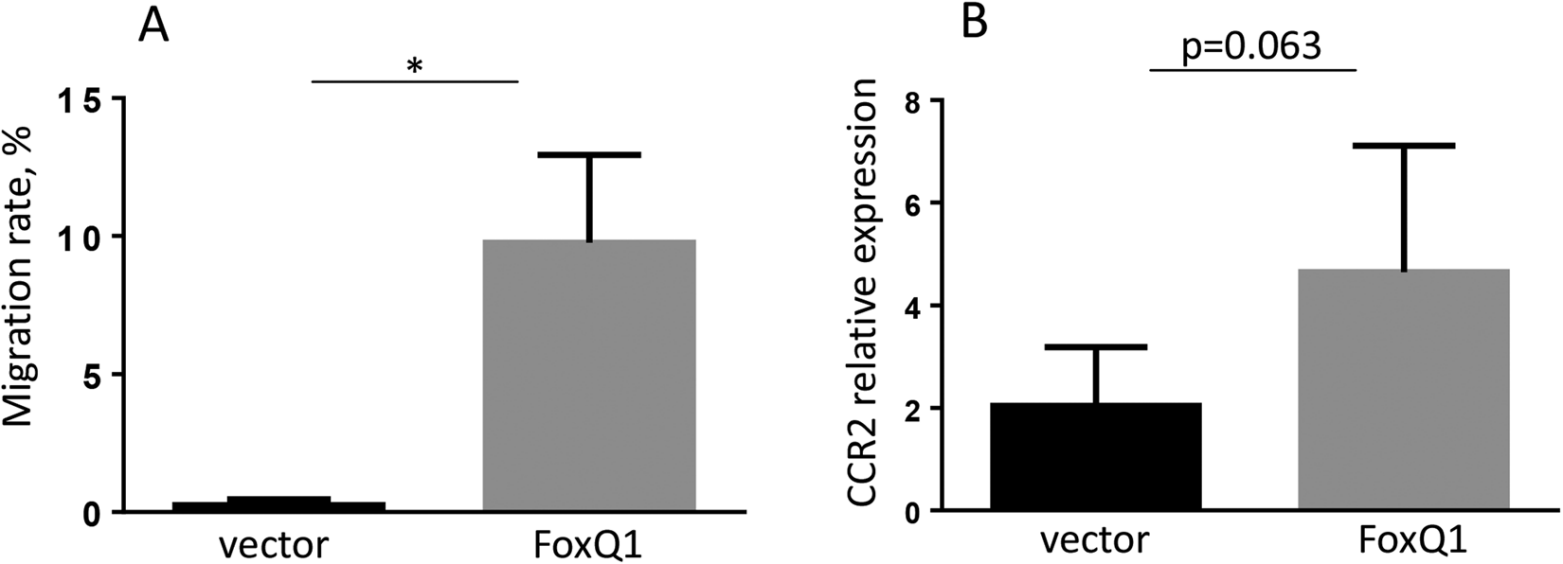
The analysis of RAW 264.7-FoxQ1 migration towards MCP-1. **(A**) Migration of RAW 264.7 cells towards MCP-1 (100 ng/ml) was studied using Neuro Probe chemotaxis chamber. The data are combined for 5 FoxQ1 and 5 vector-transfected clones and presented as mean ± SD. *p < 0.05, Kruskal-Wallis test with Dunn’s post-hoc test. (**B**) CCR2 expression was analyzed by RT-qPCR in 4 vector-transfected vs 5 FoxQ1 RAW 264.7 clones. The data are presented as mean ± SD, p = 0.063, Mann-Whitney U test.

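Ccr2, the gene of the MCP-1 receptor, gave a weak microarray signal in RAW-vector and RAW-FoxQ1 clones of RAW cells, a murine monocyte/macrophage line. Its log2 value was 6.45 ± 0.037 (SD, n = 4 clones) in RAW-vector clones and 6.54 ± 0.147 (SD, n = 5 clones) in RAW-FoxQ1 clones. These means rank at the 11.6 and 15.8 percentile of the 16492 genes on the array. The difference of 0.10 on the log2 scale had a standard error of 0.070 and a 95% confidence interval of -0.062 to 0.25, and was not larger than the spread between clones (adjusted p = 0.326 from limma with Benjamini-Hochberg adjustment, and p = 0.278 in a two-sided exact permutation test of the 9 clones). RAW-FoxQ1 clone 7.3 had the highest value, 6.79, and the difference was 0.035 without it. The values are log2 expression values that the authors normalized across Affymetrix arrays, with 1 array per clone, whereas the paper measured CCR2 by RT-qPCR (Fig. 5B). At this level signal over background limits what the array can show, so the interval describes the array values and does not bound the difference in mRNA. The value turned to -0.013 with each array's poly-A spike-in controls, bacterial RNAs added before labelling, as a covariate, and to -0.074 with the mean of its glycolysis and hypoxia genes as a covariate.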

Since MCP-1 had pronounced effect on migration of FoxQ1 expressing RAW cells, we tested whether FoxQ1 stimulates expression of MCP-1 receptor CCR2, and found that there was a tendency for increased expression of CCR2 in RAW-FoxQ1 clones that did not reach statistical significance (Fig. 5B, p = 0.063, Mann-Whitney U test).

Our data indicated that FoxQ1 is crucial factor inducing migration of monocytes towards MCP-1. This finding also correlates with the fact, that recruitment of circulating monocytes is significantly increased in patients with AD^2,21^.

### Identification of FoxQ1 inducible genes involved in monocyte migration

In order to identify FoxQ1-regulated genes that are involved in monocyte/macrophage migration, we compared five RAW 264.7 clones expressing FoxQ1 and four empty vector clones using Affymetrix microarrays. 

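Foxq1, the transfected gene, was higher on the array of every RAW-FoxQ1 clone than on that of any RAW-vector clone. Its log2 value lay between 6.94 and 7.01 in the 4 RAW-vector clones and between 7.27 and 7.44 in the 5 RAW-FoxQ1 clones. This is a log2 fold change of 0.39 (standard error 0.040, adjusted p = 4.7e-05 from limma, and p = 0.00794 in a two-sided exact permutation test, the smallest p that 5 clones against 4 allow). Where the Foxq1 probes lie relative to the coding fragment in the construct is not given in the sources used here, so this difference does not measure the level of the transgene. The clones were derived from single cells that carried the expression vector with or without the mouse FoxQ1 coding fragment and were selected with blasticidin at 6 µg/ml. Total RNA of each clone was hybridized to 1 Affymetrix mouse genome array. The authors grouped the probes by gene with a custom definition file based on Entrez genes, and the submitters' processing notes name RMA, which corrects the background, applies quantile normalization and summarises the probes of a gene as 1 log2 value. The 9 sorted columns of values are identical, so that all arrays share the median of 7.49 and a shift of all genes together cannot be seen. Of 16556 rows, 64 are control probe sets, and the remaining 16492 gene rows were compared between the groups with limma on the log2 values as deposited, with no filter. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, the false discovery rate in the paper's methods. A gene symbol was paired with 15270 of these rows, and 1222 rows stay unnamed. Pairs of arrays of 1 group correlated at 0.988 to 0.998 across genes for RAW-vector clones and at 0.981 to 0.997 for RAW-FoxQ1 clones, and pairs from different groups at 0.934 to 0.968. The poly-A spike-in controls were also lower on the RAW-FoxQ1 arrays, with a difference of -0.50 on the log2 scale (two-sided exact permutation test of the mean of 27 control probe sets, p = 0.0159). In the same exact permutation test the difference was -1.19 for the 18S control probe set (p = 0.0556) and -0.18 for the mean of the hybridization controls (p = 0.0635). The number of arrays, 9 in all, limits the precision. The sample labels number the RAW-FoxQ1 clones 7.1 to 7.5 and the RAW-vector clones 4 to 7, and whether clones share a founder is not given in the sources used here.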

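Genes of cell division were higher in RAW-FoxQ1 clones. Of 77 measured genes of mitosis, 75 rose and none fell (75 also when adjusted over the list alone), with a median log2 fold change of 1.70. Of 73 genes of DNA replication and entry into S phase, 57 rose and 5 fell (57 and 6 when adjusted over the list alone), with a median of 1.11. Birc5, a subunit of the chromosomal passenger complex, rose by 3.59 on the log2 scale (standard error 0.171, adjusted p = 5.5e-07 from limma), which is 12.1-fold. Among the 10 largest increases on the array, which reach down to 2.79, were also the cyclins Ccnb2 and Ccna2, the mitotic kinase Nek2, the spindle protein Tacc3, the kinesin Kif20a, the proliferation marker Mki67 and the anaphase regulator Cdc20, beside Shcbp1 and the phospholipase Pla1a, at 3.57. The RAW-vector mean of Pla1a ranks at the 15.7 percentile of the array signal, where signal over background limits the size of the change. In the replication list Uhrf1, which maintains DNA methylation, rose by 2.49, the helicase subunit Mcm6 by 2.41, thymidine kinase Tk1 by 2.35 and the ribonucleotide reductase subunit Rrm2 by 2.33, while Rb1, which restrains entry into S phase, had a log2 fold change of -1.02. The other genes of this list that fell were Gins3 (-0.69), Ccnd2 (-0.54), Cdkn1a (-0.48) and, named after its value was seen, Cdkn1b, of which Ccnd2 and Cdkn1a lost their call under the one-way ANOVA of the paper's methods and in 6 and 7 of the 9 fits that leave out 1 clone.
The 10 largest decreases ran from -5.71 for Ly6e, a membrane-anchored lymphocyte antigen, to -2.60 for the sulfurtransferase Tst, and included the tight junction protein Cldn11, the circadian regulator Dbp, the acetate-activating enzyme Acss1 and the Fc receptor Fcgr3. Of 43 tight junction genes 6 fell and 1 rose (5 and 1 when adjusted over the list alone). After Cldn11, the junctional adhesion molecule Jam2 fell by 0.58 and Amotl1 by 0.35 on the log2 scale, while Ybx3 rose by 0.38. Of 119 genes of intracellular traffic, endocytosis and exocytosis, 22 rose and 44 fell (23 and 45 when adjusted over the list alone), with Rab7b at -1.24 and Ehd4 at -1.05 against Sh3kbp1 at 1.03. Of 74 adhesion genes 7 rose and 17 fell (6 and 17 when adjusted over the list alone). The decreases were led by the integrin subunits Itga4 at -1.69 and Itga6 at -1.35, and the increases by Trip6 and Icam2. The RAW-FoxQ1 means of Cldn11, Acss1 and Itga6 rank at the 5.38, 15.5 and 15.1 percentile, where the same limit holds. Of 53 apoptosis genes 9 rose and 15 fell (9 and 16 over the list alone). Bbc3 at -1.22 and Gadd45b at -1.73 were among those that fell, and Birc5 and Aifm1 led those that rose. The MAPK list split into 18 genes that rose, led by Fos at 1.92 and the phosphatase Dusp6 at 1.58, and 20 that fell, led by Rras at -1.56 (18 and 25 over the list alone), of 74 measured, with a median of -0.033 and a mean of 0.036. In the TGF-beta list 6 genes rose and 12 fell (5 and 12 over the list alone) of 51 measured.

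**Figure D1:**
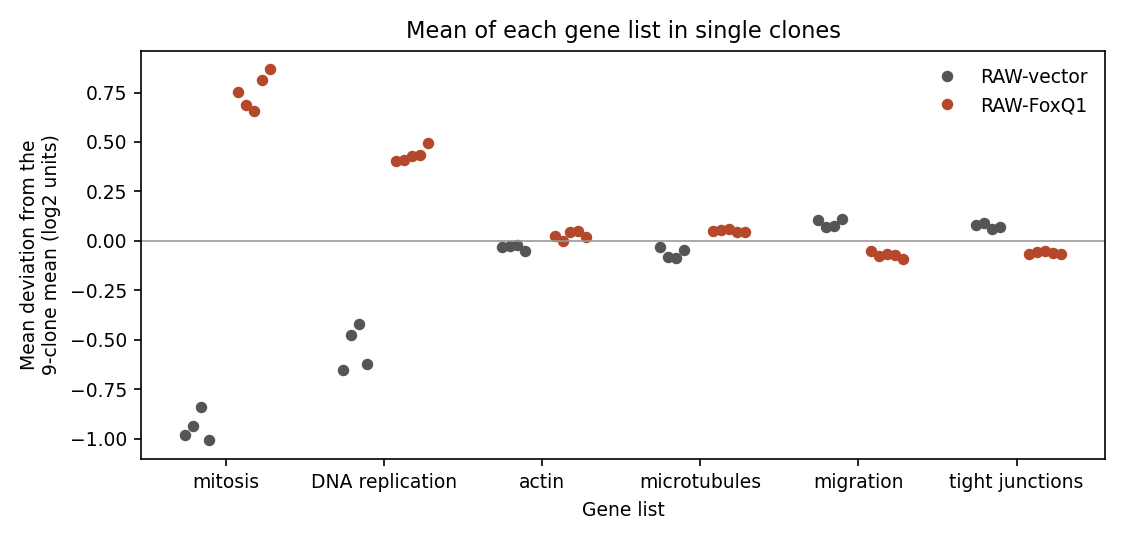
Mean of 6 gene lists in each clone, as the deviation from the mean of the 9 clones on the log2 scale (vertical axis), with 1 point per clone. The mitosis list lies between 0.66 and 0.87 in the RAW-FoxQ1 clones and between -1.01 and -0.84 in the RAW-vector clones, while the actin list lies between 0.00026 and 0.048 in the RAW-FoxQ1 clones and between -0.053 and -0.022 in the RAW-vector clones.

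In all, 3225 genes were higher and 3523 lower in RAW-FoxQ1 clones at an adjusted p under 0.05 from limma, and 683 of these differed by at least 1 on the log2 scale. The called genes are 40.9% of those tested, and the counts of each list are to be read against this share. For 36.1% of the genes every RAW-FoxQ1 clone lay above or below every RAW-vector clone, where chance gives 1.59%. Relative to the other genes, the shift of the mitosis list had an adjusted p of 1.8e-47 and that of the replication list one of 2.8e-19 in limma's camera test with its preset correlation of 0.01; these were adjusted p = 0.061 and adjusted p = 0.088 with an estimated correlation. For the traffic, tight junction, apoptosis, TGF-beta, adhesion and MAPK lists the camera test gave adjusted p-values of 0.159 to 0.734, and the traffic list had one of 0.042 with the poly-A spike-in controls as a covariate, against adjusted p = 0.490 with an estimated correlation and no covariate. With the poly-A covariate 2735 genes were called, and with the glycolysis and hypoxia genes as a covariate 2218. Each covariate is correlated with the group (r = -0.86 and -0.88). This widens the error of the group difference, so a lost call need not mean a smaller change. Genes that lost their call with both, with their log2 fold changes in this order, were Fcgr3 (-1.63 and -1.24), Jam2 (-0.68 and -0.68), Fos (1.89 and 0.77), Dusp6 (1.92 and 1.55), Bbc3 (-1.10 and -0.63), Rb1 (-0.84 and 0.056), Gins3 (-0.71 and -0.041), Ccnd2 (-0.82 and -0.46) and Cdkn1a (-0.59 and -0.35). Amotl1 (-0.38), Ybx3 (0.32), Sh3kbp1 (0.74) and Icam2 (0.33) lost it with the glycolysis and hypoxia covariate alone.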

The analysis of microarrays data revealed several clusters of differentially expressed genes involved in various biological processes including cytoskeletal dynamics, migration and formation of tight junctions (Fig. 6A). Among them 21 genes responsible for cytoskeletal remodeling were upregulated in FoxQ1 expressing clones (Supplementary Table 1). In contrast, a cluster of 15 genes involved in the modulation of cellular migration and metastasis was downregulated in FoxQ1 expressing clones (Supplementary Table 2). 

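Genes of the cytoskeleton went in both directions in RAW-FoxQ1 clones. Of 247 measured genes on the cytoskeleton lists, 63 rose, 60 fell and 124 did not pass the test (65 and 63 when adjusted over the list alone). These are 25.5% higher and 24.3% lower. Over all 16492 genes tested, 3225 rose and 3523 fell, 40.9% together. In the actin list, 27 of 95 genes rose and 19 fell (28 and 21 over the list alone). Its largest increases were those of Cyfip2, a subunit of the WAVE complex that starts actin branching, at 1.58, the cross-linker filamin A (Flna) at 1.36 and Marcksl1 at 1.04 on the log2 scale, beside anillin (Anln), which was 2.83-fold higher. The largest decreases were those of Evl, an Ena/VASP protein of growing actin filaments, at -1.35, dystonin (Dst) at -1.04, coronin 1B (Coro1b) at -0.72 and tropomyosin 2 (Tpm2) at -0.65. The median of the actin list was -0.0053 and its mean 0.061.
Among 72 microtubule genes 20 rose and 15 fell (20 and 16 over the list alone). The tubulin Tuba4a and the gamma-tubulin complex protein Tubgcp2 rose by 1.62 each, the dynein light chain Dynll1 by 1.29 and Ttc8 by 1.26, whereas Cep170 fell by 0.70, the kinesin Kif21b by 0.64, the dynein light chain Dynlt3 by 0.58 and Map1lc3b by 0.55 on the log2 scale. For the actin and microtubule genes named, adjusted p-values from limma ran from 3.7e-08 for Tubgcp2 to 0.0157 for Dst. Only 2 of the cytoskeletal genes, Anln among them, also belong to the mitosis list, and without them 61 rose and 60 fell. Leaving out so few genes cannot show whether the other increases are tied to cell division. The mean of each of these 2 lists was higher in every RAW-FoxQ1 clone than in any RAW-vector clone, by 0.061 for actin and 0.11 for microtubules, whose median was 0.0054 (two-sided exact permutation test, p = 0.00794 for each list). The means of the adhesion, apoptosis and TGF-beta lists were also fully apart between the groups, so this is not particular to the cytoskeleton. Members of the actin and microtubule lists did not shift together relative to the other genes (camera adjusted p = 0.393 for actin and 0.336 for microtubules). With the poly-A spike-in controls as a covariate, 35 cytoskeletal genes were called higher and 15 lower. Cyfip2 (1.496), Marcksl1 (0.68), Evl (-0.75), Dst (-0.35), Cep170 (-0.50), Kif21b (-0.35), Dynlt3 (-0.41) and Map1lc3b (-0.60) lost their call. This covariate and the next differ between the groups, which widens the error of the group difference, so a lost call need not mean a smaller change. With the glycolysis and hypoxia genes as a covariate, 23 were called higher and 13 lower. There Marcksl1 (0.082), Evl (-1.47), Dst (-0.84), Cep170 (0.091), Kif21b (-0.13), Dynlt3 (0.13), Map1lc3b (-0.10), Coro1b (-0.38) and Tuba4a (0.77) lost their call. The microtubule list shifted (camera adjusted p = 0.0145, against adjusted p = 0.490 with an estimated correlation and no covariate).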

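More genes of migration and metastasis fell than rose in RAW-FoxQ1 clones. Of 89 measured genes on this list, 27 fell, 12 rose and 50 did not pass the test (29 and 13 when adjusted over the list alone). These are 30.3% lower and 13.5% higher. Over all 16492 genes tested, 3523 fell and 3225 rose, and the 40.9% called covers both directions together. The largest decreases were those of Cldn11, Ndrg1, Ctsl and Lsp1. Ndrg1, a metastasis suppressor that is also induced by low oxygen, had a log2 fold change of -3.44 (standard error 0.490, adjusted p = 3.6e-04 from limma). Ctsl, the lysosomal protease cathepsin L, had one of -2.55 (standard error 0.787, adjusted p = 0.0265 from the same test), and its log2 value was 7.68 in clone 7.3 against 10.3 to 12.1 in the other RAW-FoxQ1 clones and 13.1 in each RAW-vector clone. The largest increases on the list were those of Rgs1, which dampens signalling of chemokine receptors, at 1.80, the metastasis suppressor Nme1 at 1.45, the glycoprotein Gpnmb at 1.44 and the protocadherin Pcdh7 at 1.22 on the log2 scale. Their adjusted p-values from limma ran from 1.9e-07 for Nme1 to 0.0041 for Gpnmb. The mean of the list was lower in every RAW-FoxQ1 clone than in any RAW-vector clone, with a difference of -0.16 on the log2 scale (two-sided exact permutation test, p = 0.00794). The means of the adhesion, apoptosis and TGF-beta lists were lower in the same way, so this is not particular to migration genes. Members of the migration list did not shift together relative to the other genes (camera adjusted p = 0.393). The call of Ctsl was lost when RAW-vector clone 4, 5, 6 or 7 or RAW-FoxQ1 clone 7.5 was left out (adjusted p-values of 0.0539 to 0.0586) and under the one-way ANOVA of the paper's methods (adjusted p = 0.0651). Its log2 fold change was -1.84 without clone 7.3. With the poly-A spike-in controls as a covariate 12 genes of the list were called lower and 6 higher, and with the glycolysis and hypoxia genes as a covariate 13 and 4. Ndrg1, Ctsl, Gpnmb and Pcdh7 lost their call with each, at log2 fold changes of -3.39, -2.70, 1.26 and 1.10 with the former and -0.77, 0.31, 1.55 and 0.67 with the latter. Ndrg1 is itself a member of the glycolysis and hypoxia list, so its smaller value with that covariate follows at least in part by construction. Each covariate differs between the groups, which widens the error of the group difference, so a lost call need not mean a smaller change.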

Validation of microarray data using RT-qPCR confirmed downregulation of the expression of Lsp1 (lymphocyte specific 1), Plxnc1 (plexin C1) and Cldn11 (claudin 11) genes known to play a role in cell migration^23–26^ (Fig. 6B). 

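Lsp1, Plxnc1 and Cldn11 were lower on the array of every RAW-FoxQ1 clone than on that of any RAW-vector clone. Cldn11, a claudin of tight junctions on chromosome 3, fell the most: its log2 value was 10.5 ± 0.272 (SD, n = 4 clones) in RAW-vector clones and 6.27 ± 0.051 (SD, n = 5 clones) in RAW-FoxQ1 clones. This is a log2 fold change of -4.28 (standard error 0.108, adjusted p = 1.3e-08 from limma), or 19.4-fold, and took the gene from the 93.2 to the 5.38 percentile of all genes on the array. Lsp1, an actin-binding protein of leukocytes on chromosome 7, went from 11.2 ± 0.124 (SD, n = 4) to 9.17 ± 0.309 (SD, n = 5), a log2 fold change of -2.06 (standard error 0.145, adjusted p = 5.5e-06 from limma), or 4.16-fold. Plxnc1, a semaphorin receptor on chromosome 10, went from 7.34 ± 0.096 (SD, n = 4) to 6.48 ± 0.023 (SD, n = 5), a log2 fold change of -0.86 (standard error 0.045, adjusted p = 9.5e-07 from limma), or 1.82-fold. Its mean in RAW-FoxQ1 clones ranks at the 13.0 percentile, near the bottom of the array signal, as does that of Cldn11. For both, signal over background limits how large a decrease can be measured.

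**Figure D2:**
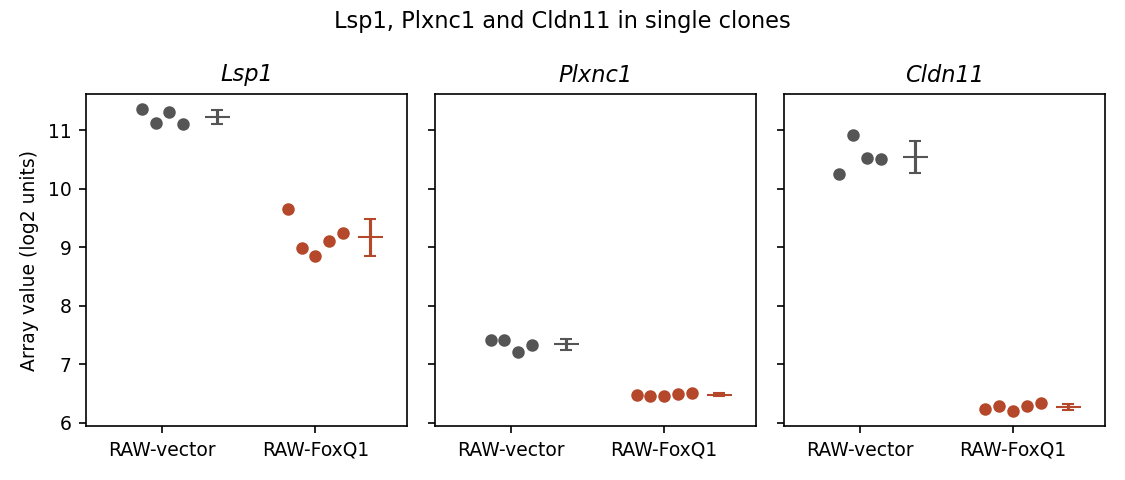
Log2 array values (vertical axis) of Lsp1, Plxnc1 and Cldn11 in RAW-vector and RAW-FoxQ1 clones, with 1 point per clone and the mean and SD of each group beside the points. The 5 RAW-FoxQ1 clones lie below the 4 RAW-vector clones for each gene, at 6.20 to 6.33 against 10.3 to 10.9 for Cldn11.

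For each of the 3 genes the exact permutation test over the 126 splits of the 9 clones gave p = 0.00794. Among 27 measured genes of semaphorins, plexins and neuropilins, 7 fell and 2 rose (7 and 1 when adjusted over the list alone). Sema4g had a log2 fold change of -1.73 and Sema5a of -0.98, while the semaphorin co-receptor Nrp1 rose by 0.91 and Sema6b by 0.13 on the log2 scale. The shift of this list had a camera adjusted p of 0.098, of 0.047 without RAW-vector clone 7 and of 0.0068 with the glycolysis and hypoxia covariate, against adjusted p = 0.490 with an estimated correlation on all clones and no covariate. Actb, which the paper lists with GAPDH as a housekeeping gene for RT-qPCR, was higher in RAW-FoxQ1 clones, with a log2 fold change of 0.69 (standard error 0.093, adjusted p = 2.8e-04 from limma). Its adjusted p ran from 5.2e-05 to 0.224 over the settings tried. The call was lost under the poly-A covariate (0.52) and the glycolysis and hypoxia covariate (0.28), as were those of Sema5a (-0.39 and -0.10) and Sema6b (0.23 and 0.096). Each covariate differs between the groups, which by itself widens the error of the group difference. The call of Sema6b was also lost with trend and robust settings, without dim genes, and when any RAW-vector clone or RAW-FoxQ1 clone 7.1, 7.4 or 7.5 was left out (adjusted p up to 0.108). The paper associates the lower claudin 11 and plexin C1 expression with the migration of FoxQ1-expressing RAW cells towards MCP-1, and names plexin C1 as an inhibitor of monocyte migration.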

Next, we have examined whether expression of these genes is inhibited in human monocytes and macrophages under IL-4 stimulation. Lsp1 expression was not decreased in monocytes/macrophages stimulated with IL-4 for 3 h or 6 days suggesting regulation by other factors. The expression of claudin 11 was not detected in human primary monocytes and monocyte-derived macrophages. Of note, significant inhibition of plexin C1 expression was found in human monocytes stimulated with IL-4 for 3 h (p < 0.05) and in monocyte-derived macrophages differentiated with IL-4 for 6 days (p < 0.01) suggesting that Plexin C1 repression is associated with increased FoxQ1 expression (Fig. 6C). However, there was no direct correlation between levels of FoxQ1 and Plexin C1 expression in the individual donors (data not shown) suggesting that the magnitude of cellular response to FoxQ1 can be defined by the additional unknown factors, which expression or activity differs between macrophages from individual donors.

**Figure 6:**
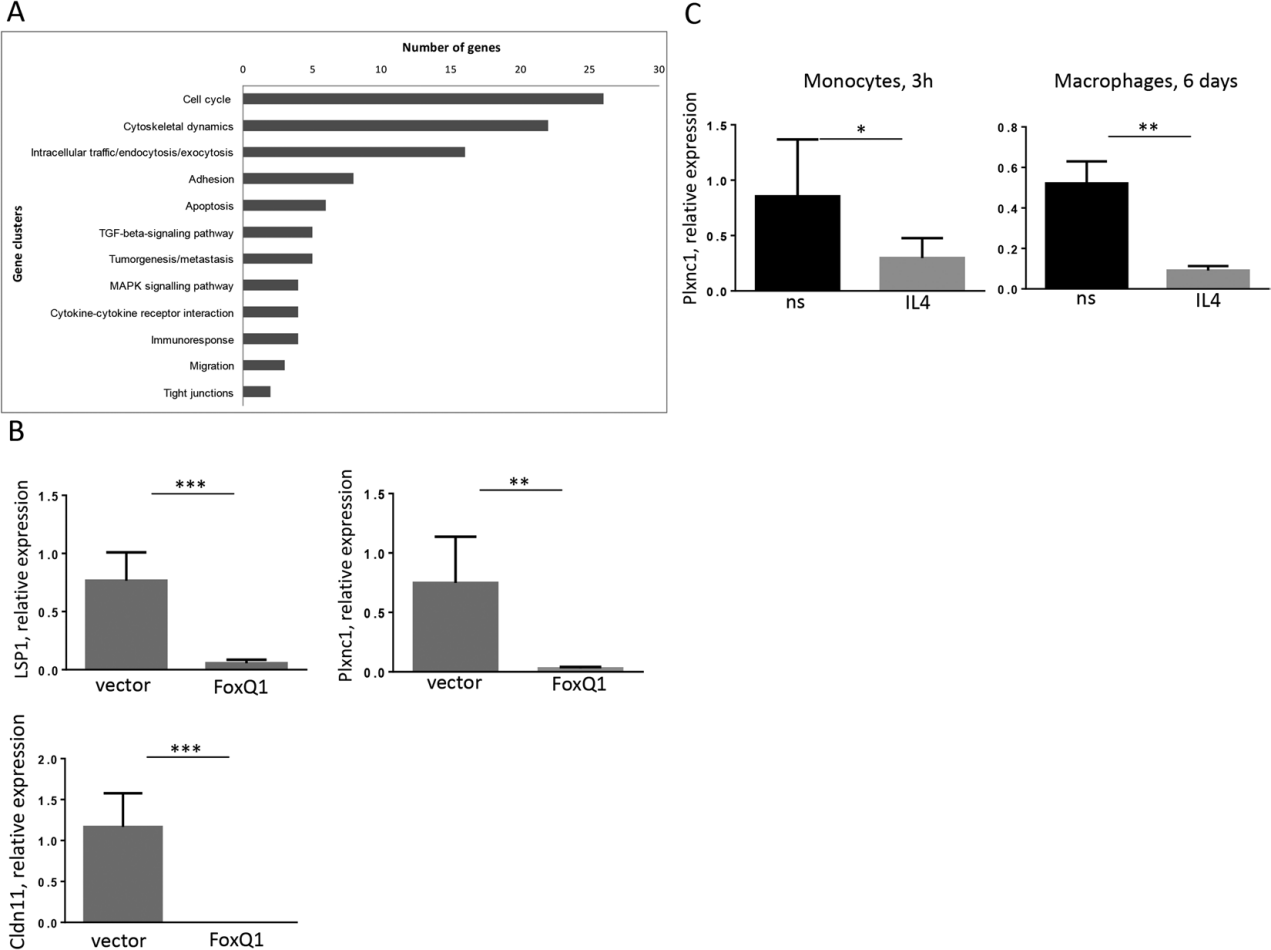
FoxQ1 target genes are involved in monocyte migration. (**A**) RAW 264.7 clones stably expressing mouse FoxQ1 and empty vector clones were subjected to Affymetrix microarray analysis and clusters of differentially expressed genes related to multiple cellular functions were identified. (**B**) Differentially expressed genes responsible for cell migration (LSP1, Cldn11, Plxnc1) were verified in RAW 264.7 FoxQ1 clones using RT-qPCR. The data are mean ± SD for 5 FoxQ1 and 4 empty vector clones. **p < 0.01, ***p < 0.001, two-tailed Student’s t-test. (**C**) The expression of plexin C1 was measured in monocytes of healthy donors (n = 4) stimulated with IL-4 for 3 h and in monocyte-derived macrophages (n = 4) stimulated with IL-4 for 6 days using RT-qPCR. The data are mean ± SD, *p < 0.05, **p < 0.01, two-tailed Student’s t-test.

## Discussion

The ability of macrophages to be rapidly re-polarized by changing cytokine milieu (i.e. macrophage plasticity) is widely reported^19,27–29^. On the molecular level re-polarization of macrophages with prototypic Th1/Th2 cytokines IFN-γ and IL-4 involves dynamic changes in expression of polarization markers such as CD206, arginase I, iNOS, chitinase-like proteins and others^30–32^. The results of our study extend the list of macrophage polarization markers and propose FoxQ1 as IL-4-responder gene that is tightly regulated by Th1/Th2 cytokine balance. In addition, FoxQ1 can serve as a potential biomarker of type 2 inflammation as discussed in our previous review^33^.

The accumulation of macrophages in skin lesions of AD patients is a known fact^2,21^. It was demonstrated that macrophage accumulation in skin lesions is increased with disease severity^21^. However, mechanisms related to monocyte recruitment in AD are insufficiently studied. Our study demonstrates that IL-4-driven factor FoxQ1 is a crucial transcription factor responsible for increased monocyte migration. Thus, FoxQ1 is a candidate transcription factor that can be responsible for increased monocyte influx in IL-4-related pathologies such as AD. Indeed, we demonstrated that IL-4 induced expression of FoxQ1 in monocytes and monocyte-derived macrophages. Moreover, its expression was significantly increased in monocytes of AD patients compared to healthy controls. Previous studies demonstrated that IL-4 was capable of inducing the expression of monocyte chemoattractant MCP-1 in keratinocytes and its levels were elevated in AD patients^21,34^. Using RAW 264.7 monocyte/macrophage cell line we showed that overexpression of FoxQ1 resulted in significant activation of monocyte migration towards MCP-1 gradient. On the gene expression level this was associated with downregulation of genes responsible for the control of cell migration (claudin 11 and plexin C1) as well as increase in expression of chemokine receptor CCR2. Thus, our data add on to previously published studies and suggest that IL-4 can induce migration of monocytes towards sites of chronic inflammation by simultaneous upregulation of FoxQ1 in circulating monocytes and MCP-1 locally at the site of inflammation. Interestingly, Vogel *et al*. showed that IL-4 stimulated macrophages were characterized by enhanced velocity and migrated towards MCP-1 and other chemoattractants over longer distances and in a more organized fashion compared to non-stimulated and IFN-γ stimulated cells. Moreover, this migration pattern was associated with difference in cytoskeletal rearrangements in different subtypes of macrophages^35^. However, molecular factors responsible for increased macrophage motility in IL-4 stimulated cells were not examined. The results of our study suggest that acquisition of migratory phenotype in monocytes/macrophages is at least partially associated with IL-4-dependent induction of transcription factor FoxQ1 that affects expression of genes involved in cytoskeletal remodeling. Among them plexin C1 is responsible for inhibition of monocyte migration and is rapidly downregulated in IL-4 stimulated macrophages^24^. In addition, we have demonstrated that besides significant impact of FoxQ1 expression on monocyte migration it also accelerated TNFα production in response to pro-inflammatory stimuli which can potentially contribute to development of inflammatory disorders. Of note, it was previously reported that TNFα levels are increased in patients with AD and targeting this cytokine is one of therapeutic strategies in this disease^36–38^. TNFα is known to induce recruitment of cell types involved in pathogenesis of AD including eosinophils and CD4+ T cells^39–43^. In addition, TNFα induces activation of endothelial cells that facilitates adhesion and transmigration of multiple cell types in the area of inflammation^44–47^. Interestingly, in a recent study hepatocellular carcinoma cells expressing FoxQ1 were shown to increase recruitment of macrophages through CCL2 production. Macrophage depletion in FoxQ1 expressing tumors resulted in significant decrease in TNFα expression^48^. This data partially corresponded to our results. However, study by Xia *et al*. focused on FoxQ1 expression in tumor cells and did not take into consideration eventual expression of FoxQ1 in tumor macrophages. Overall, our data identify FoxQ1 as a novel IL-4-induced transcription factor in macrophages that facilitates their migration in chronic inflammatory conditions.

## Materials and Methods

### Atopic dermatitis patients

Eight patients (18–60 years old) with clinically proven atopic dermatitis and high serum IgE levels were involved in the study. All biological material has been collected, processed and handled in accordance with the German legislation on bioethics (approval by the Mannheim Ethics Committee of the Medical Faculty Mannheim, University of Heidelberg, approval number 112/05) and informed consent was obtained from all patients.

### Primary macrophages and cell lines

Human peripheral blood mononuclear cells were isolated and cultivated as described^49^. Briefly, the cells were purified from individual buffy coats by sequential density gradient centrifugations followed by CD14+ magnetic cell sorting (Miltenyi Biotech). Macrophages were cultivated in X-VIVO 10 Serum-free medium (Cambrex) at a concentration of 1 × 10^6^ cells/ml. The cells were stimulated with 10 ng/ml IL-4 and 100 ng/ml IFN-γ (both from Peprotech) as indicated. The detailed protocol for monocyte isolation is available online (http://www.methods.info/).

Human colorectal cancer cell line WIDR was kindly provided by research group of Prof. Heike Allgayer (Medical Faculty Mannheim, University of Heidelberg) and cultured in McCoys medium (Gibco) supplemented with 10% FBS (Biochrom). RAW 264.7 cells (ATCC CRL-6323) were obtained from American Type Culture Collection and grown in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% FCS, 1% non-essential amino acids, 1% penicillin/streptomycin and 1% sodium pyruvate.

For the generation of RAW 264.7 cell lines stably expressing FoxQ1, the DNA fragment encoding murine FoxQ1 was amplified using High Fidelity *PCR* (Roche) and plasmid pCMV-SPORT6-mouse FoxQ1 (ImaGenes) as a template and primers *mFoxQ1*-*NotI*-fw 5′3′ and *mFoxQ1*-*BamHI*-rv: 5′3′. Further, mFoxQ1 fragment was subcloned into the expression vector pEF6/V5-His Topo (Invitrogen) using NotI and BamHI restriction sites followed by sequencing of the final product. The pEF6/V5-His mFoxQ1 expression construct was transfected in RAW264.7 cells using Nucleofector Kit V and Nucleofector Device (Lonza). Single-cell derived stable clones were selected using blasticidin S (Invitrogen) at the concentration of 6 µg/ml. Stable expression of FoxQ1 was detected by immunofluorescent analysis using anti-V5 ab (Invitrogen). As a negative control, RAW 264.7 were stably transfected with pEF6/V5-His Topo vector.

### RNA isolation and cDNA synthesis

Isolation of total RNA from cells was performed using E.Z.N.A. total RNA Kit I (Omega bio-tek) according to manufacturer’s recommendation. For cDNA synthesis RevertAid H Minus First Strand Synthesis Kit (Fermentas) was used. Prior to cDNA synthesis 0.5 µg RNA were treated with 2 U DNAse I (Fermentas).

### Microarray analysis

For oligonucleotide microarray analysis, total RNA was isolated out of five FoxQ1 and four empty vector RAW 264.7 clones and hybridized on GeneChip Mouse Genome 430 2.0 Array (Affymetrix). The data were submitted to GEO database, accession number of the study is GSE79521. cDNA and cRNA synthesis and hybridization to arrays were performed according to the recommendations of the manufacturer. A Custom CDF Version 12 with Entrez based gene definitions was used to annotate the arrays. The raw fluorescence intensity values were normalized applying quantile normalization. Differential gene expression was analysed based on One-Way ANOVA, using a commercial software package SAS JMP7 Genomics, version 4, from SAS (SAS Institute, Cary, NC, USA). A false positive rate of a = 0.05 with FDR correction was taken as the level of significance.

### RT-qPCR analysis

RT-qPCR analysis was performed to identify relative quantification of gene expression. SybrGreen-based identification of relative gene expression of mouse *Cldn11, Lsp1, and Plxnc1* was performed using SensiMixTM SYBR Low-ROX One-Step Kit (company). The expression of human *FOXQ1*, mouse *Foxq*1, human *CLDN11*, *LSP1*, and *PLXNC1* was assessed using Taqman dual-labeled probes and TaqMan Gene Expression Master Mix (Applied Biosystems). Mouse *Ccr2* was amplified using predesigned TaqMan CCR2 assay (Life technologies). Normalization of gene expression levels was performed using housekeeping genes *GAPDH* or *Actb*. All oligonucleotides used in the present study were from MWG-Biotech and are listed in Supplementary Table 3.

### Immunofluorescence and confocal microscopy

Cells were fixed as described previously^50^. RAW 264.7 cells were stained using anti-V5 antibodies (Invitrogen, cat R960-25) followed by Cy3-conjugated donkey anti-mouse IgG (Dianova). Primary human macrophages and WIDR colorectal cancer cells were stained using goat anti-human FoxQ1 antibody (clone C-16, Santa Cruz Biotechnology) followed by Cy3-conjugated donkey anti-goat IgG (Dianova). Nuclei were visualized using DRAQ5 (Cell Signaling Technology). Leica TCS SP2 and Leica TCS SP8 laser-scanning spectral confocal microscopes equipped with a 63x objective were used for confocal laser-scanning microscopy. Data were acquired and analyzed with Leica Confocal software. All multicolor images were acquired and assembled using a sequential scan mode.

### Phagocytosis and endocytosis assays

For the quantification of the uptake of phagocytic and endocytic ligands, RAW-FoxQ1 cells and RAW-vector cells were plated in 12-well plates in concentration 5 × 10^5^ cells per well. After 18 h, 1 µm size green fluorescent latex beads (Polysciences, Inc.) were added at 50 particles per cell. Incubation with beads was performed at 37 °C for 3 h. For endocytosis acLDL-Alexa488 (Molecular Probes) has been added to cells at the concentration of 5 µg/ml and incubated at 37 °C for 30 min. All incubations were performed in triplicates within one experiment, and 3 independent experiments have been conducted. Uptake of fluorescently-labeled ligands was quantified by flow cytometry using FACS CantoII.

### LPS-induced TNFα production assay

For TNFα secretion assay two RAW FoxQ1 clones with the highest level of FoxQ1 expression and two RAW-vector clones were plated in a 24-well plate (5 × 10^5^ cells per well for 24 h and 1 × 10^6^ cells per well for 3 and 6 h time point) and stimulated with 1 µg/ml LPS. TNFα level in supernatants was determined by mouse TNFα DuoSet ELISA Kit (R&D systems) according to manufacturer’s recommendation.

### Cell migration assay

A forty-eight-well microchemotaxis chamber (Neuroprobe) and a polycarbonate filter with 8 µm pore size were used. The cells were added to the chamber (3 × 10^4^ cells/well) and allowed to migrate towards MCP-1 (R&D Systems) at the concentration of 100 ng/ml. After 2 h incubation at 37 °C and 5% CO_2_, the cells that had not migrated and remained on the upper side of membrane were removed by scraping. The cells that migrated and were located on the down-side of membrane were fixed with 4% paraformaldehyde (Fluka). Fixed membranes were stained with cell stain solution (Cell Biolabs, Inc.). Migrated cells were counted in 3 randomly selected fields per well under the microscope using 10x magnification. Five RAW-mFoxQ1 clones and five RAW-empty vector clones were compared in triplicates (three wells per clone). The experiment was repeated three times.

### Statistical analysis

The difference between experimental groups was analyzed using two-tailed Student’s t-test, Mann- Whitney U test, ANOVA with Tukey’s and Sidak’s post-hoc tests, or Kruskal-Wallis test with Dunn’s post-hoc test as indicated in the text and figure legends. The difference was considered statistically significant at p < 0.05 level.

### Data availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Electronic supplementary material

Supplementary data

## References

[1] Huang R (2016). Increase of infiltrating monocytes in the livers of patients with chronic liver diseases. Discovery medicine.

[2] Kiekens RC (2001). Heterogeneity within tissue-specific macrophage and dendritic cell populations during cutaneous inflammation in atopic dermatitis. The British journal of dermatology.

[3] Shi C, Pamer EG (2011). Monocyte recruitment during infection and inflammation. Nature reviews. Immunology.

[4] Deshmane SL, Kremlev S, Amini S, Sawaya BE (2009). Monocyte chemoattractant protein-1 (MCP-1): an overview. Journal of interferon & cytokine research: the official journal of the International Society for Interferon and Cytokine Research.

[5] Martinez FO, Gordon S (2014). The M1 and M2 paradigm of macrophage activation: time for reassessment. F1000prime reports.

[6] Gratchev A, Kzhyshkowska J, Utikal J, Goerdt S (2005). Interleukin-4 and dexamethasone counterregulate extracellular matrix remodelling and phagocytosis in type-2 macrophages. Scandinavian journal of immunology.

[7] Guttman-Yassky E, Dhingra N, Leung DY (2013). New era of biologic therapeutics in atopic dermatitis. Expert opinion on biological therapy.

[8] Maes T, Joos GF, Brusselle GG (2012). Targeting interleukin-4 in asthma: lost in translation?. American journal of respiratory cell and molecular biology.

[9] Renz H (1992). Enhanced IL-4 production and IL-4 receptor expression in atopic dermatitis and their modulation by interferon-gamma. The Journal of investigative dermatology.

[10] Nomura T, Kabashima K (2016). Advances in atopic dermatitis in 2015. J Allergy Clin Immunol.

[11] Barton, M. & Sidbury, R. Advances in understanding and managing atopic dermatitis. *F1000Research***4**, 10.12688/f1000research.6972.1 (2015).10.12688/f1000research.6972.1PMC475399926918129

[12] Kasraie S, Werfel T (2013). Role of macrophages in the pathogenesis of atopic dermatitis. Mediators of inflammation.

[13] Leung DY, Boguniewicz M, Howell MD, Nomura I, Hamid QA (2004). New insights into atopic dermatitis. The Journal of clinical investigation.

[14] Xue J (2014). Transcriptome-based network analysis reveals a spectrum model of human macrophage activation. Immunity.

[15] Abba M (2013). Unraveling the role of FOXQ1 in colorectal cancer metastasis. Molecular cancer research: MCR.

[16] Feng J (2014). Involvement of FoxQ1 in NSCLC through regulating EMT and increasing chemosensitivity. Oncotarget.

[17] Qiao Y (2011). FOXQ1 regulates epithelial-mesenchymal transition in human cancers. Cancer research.

[18] Zhang H (2011). Forkhead transcription factor foxq1 promotes epithelial-mesenchymal transition and breast cancer metastasis. Cancer research.

[19] Gratchev A (2006). Mphi1 and Mphi2 can be re-polarized by Th2 or Th1 cytokines, respectively, and respond to exogenous danger signals. Immunobiology.

[20] Sehra S (2008). IL-4 is a critical determinant in the generation of allergic inflammation initiated by a constitutively active Stat6. Journal of immunology.

[21] Shi VY, Bao L, Chan LS (2012). Inflammation-driven dermal lymphangiogenesis in atopic dermatitis is associated with CD11b+ macrophage recruitment and VEGF-C up-regulation in the IL-4-transgenic mouse model. Microcirculation.

[22] Kzhyshkowska J, Neyen C, Gordon S (2012). Role of macrophage scavenger receptors in atherosclerosis. Immunobiology.

[23] Agarwal R (2009). Silencing of claudin-11 is associated with increased invasiveness of gastric cancer cells. PloS one.

[24] Chabbert-de Ponnat I (2005). Soluble CD100 functions on human monocytes and immature dendritic cells require plexin C1 and plexin B1, respectively. International immunology.

[25] Hwang SH (2015). Leukocyte-specific protein 1 regulates T-cell migration in rheumatoid arthritis. Proceedings of the National Academy of Sciences of the United States of America.

[26] Liu L (2005). LSP1 is an endothelial gatekeeper of leukocyte transendothelial migration. The Journal of experimental medicine.

[27] Stout RD, Suttles J (2004). Functional plasticity of macrophages: reversible adaptation to changing microenvironments. Journal of leukocyte biology.

[28] Stout RD, Watkins SK, Suttles J (2009). Functional plasticity of macrophages: *in situ* reprogramming of tumor-associated macrophages. Journal of leukocyte biology.

[29] Schultze JL (2016). Reprogramming of macrophages–new opportunities for therapeutic targeting. Current opinion in pharmacology.

[30] Davis MJ (2013). Macrophage M1/M2 polarization dynamically adapts to changes in cytokine microenvironments in Cryptococcus neoformans infection. mBio.

[31] Kzhyshkowska J, Yin S, Liu T, Riabov V, Mitrofanova I (2016). Role of chitinase-like proteins in cancer. Biological chemistry.

[32] Roszer T (2015). Understanding the Mysterious M2 Macrophage through Activation Markers and Effector Mechanisms. Mediators of inflammation.

[33] Gratchev A (2013). Novel monocyte biomarkers of atherogenic conditions. Current pharmaceutical design.

[34] Kaburagi Y (2001). Enhanced production of CC-chemokines (RANTES, MCP-1, MIP-1alpha, MIP-1beta, and eotaxin) in patients with atopic dermatitis. Archives of dermatological research.

[35] Vogel DY (2014). Macrophages migrate in an activation-dependent manner to chemokines involved in neuroinflammation. Journal of neuroinflammation.

[36] Belloni B, Andres C, Ollert M, Ring J, Mempel M (2008). Novel immunological approaches in the treatment of atopic eczema. Current opinion in allergy and clinical immunology.

[37] Sumimoto S, Kawai M, Kasajima Y, Hamamoto T (1992). Increased plasma tumour necrosis factor-alpha concentration in atopic dermatitis. Archives of disease in childhood.

[38] Walling HW, Swick BL (2010). Update on the management of chronic eczema: new approaches and emerging treatment options. Clinical, cosmetic and investigational dermatology.

[39] Lampinen M (2001). IL-5 and TNF-alpha participate in recruitment of eosinophils to intestinal mucosa in ulcerative colitis. Dig Dis Sci.

[40] Lukacs NW, Strieter RM, Chensue SW, Widmer M, Kunkel SL (1995). TNF-alpha mediates recruitment of neutrophils and eosinophils during airway inflammation. Journal of immunology.

[41] Rossol M (2013). Tumor necrosis factor receptor type I expression of CD4+ T cells in rheumatoid arthritis enables them to follow tumor necrosis factor gradients into the rheumatoid synovium. Arthritis Rheum.

[42] Watanabe C (2002). Spatial heterogeneity of TNF-alpha-induced T cell migration to colonic mucosa is mediated by MAdCAM-1 and VCAM-1. Am J Physiol Gastrointest Liver Physiol.

[43] Zhang K, Gharaee-Kermani M, McGarry B, Remick D, Phan SH (1997). TNF-alpha-mediated lung cytokine networking and eosinophil recruitment in pulmonary fibrosis. Journal of immunology.

[44] Mackay F, Loetscher H, Stueber D, Gehr G, Lesslauer W (1993). Tumor necrosis factor alpha (TNF-alpha)-induced cell adhesion to human endothelial cells is under dominant control of one TNF receptor type, TNF-R55. The Journal of experimental medicine.

[45] Shulman Z (2011). Transendothelial migration of lymphocytes mediated by intraendothelial vesicle stores rather than by extracellular chemokine depots. Nat Immunol.

[46] Teo GS (2012). Mesenchymal stem cells transmigrate between and directly through tumor necrosis factor-alpha-activated endothelial cells via both leukocyte-like and novel mechanisms. Stem Cells.

[47] Woodfin A (2009). Endothelial cell activation leads to neutrophil transmigration as supported by the sequential roles of ICAM-2, JAM-A, and PECAM-1. Blood.

[48] Xia L (2014). Forkhead box Q1 promotes hepatocellular carcinoma metastasis by transactivating ZEB2 and VersicanV1 expression. Hepatology.

[49] Gratchev A (2004). The receptor for interleukin-17E is induced by Th2 cytokines in antigen-presenting cells. Scandinavian journal of immunology.

[50] Kzhyshkowska J (2004). Stabilin-1 localizes to endosomes and the trans-Golgi network in human macrophages and interacts with GGA adaptors. Journal of leukocyte biology.

How the deposited data were processed for this re-analysis (not part of the article)

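RNA of 9 stable clones of RAW cells, a murine monocyte/macrophage line, was measured on Affymetrix mouse genome arrays, with 1 array for each of 5 RAW-FoxQ1 and 4 RAW-vector clones. The paper's methods state that the authors annotated the arrays with a custom definition file based on Entrez genes, applied quantile normalization and compared the groups per gene by one-way ANOVA at a false discovery rate of 0.05, and the submitters' processing notes name RMA, whose version is not given in the sources used here. The deposited values are log2 expression values, with 1 row per gene definition, and no column was left out. The sorted values of the 9 arrays are identical, as quantile normalization leaves them, with a median of 7.49 on each array. No scanner files were used here, so background correction and probe summary could not be varied. The number of arrays limits the precision.

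From there on, all values were computed with R 4.3.3 and limma 3.58.1. Of 16556 rows, 64 control probe sets were left out. A table of the array's probe sets paired 15270 of the 16492 gene rows with 1 gene symbol and none with several, and 1222 rows stay unnamed. Where 3 symbols each had more than 1 row, the row with the highest mean over all arrays stood for the gene. The log2 values were fitted with lmFit and eBayes on the 9 clones with the group as the only term, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are limma's moderated ones. Single comparisons were also tested by a two-sided exact permutation test over the 126 splits of the 9 clones into 4 and 5. Gene lists, 35 in all, were written from textbook knowledge; those with at least 5 measured members were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists. Supplementary Tables 1 and 2 of the paper were not used here, so the counts for cytoskeleton and migration rest on these lists. The counts for the cytoskeleton cover 3 lists, of which 1 is not reported here by itself.

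The test, the threshold, the gene lists, the alternatives and the rule for the genes named in the text were set before the data were examined. The rule names every gene the paper names, the 10 genes with the largest increase and the 10 with the largest decrease among called genes whose groups lie fully apart, and up to 4 called members per direction of each list described, by size of change. Which lists are described, and how many members of each are named, was decided with the values at hand. Gapdh, which the paper uses for RT-qPCR, was not matched to a row. The alternatives were the methods' one-way ANOVA, eBayes with trend and robust settings, array weights, quantile normalization applied again, each array centred on its median, a filter that drops genes below the 40 percentile of mean signal, averaging of rows of 1 gene, a log2 fold change of at least 1, and leaving out each clone in turn. A pair of covariates were added after the data were seen: the mean of the 27 poly-A spike-in control probe sets of each array, and the mean of its glycolysis and hypoxia genes.

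The fit was tested on simulated data for the 16492 genes with the real means and spreads and no group difference other than one added to 50 genes of each size. limma called 60% of the genes changed by 0.25, 76% of those changed by 0.5, 98% of those changed by 1 and 100% of those changed by 2 on the log2 scale, with 11 false calls, and called 0 genes when none was changed. Each gene was drawn independently of the others, whereas genes were correlated on the real arrays (estimated correlation 0.26 for the mitosis list). There 40.9% of the genes were called. The shares recovered and the false calls hold for the simulated setting and need not hold for the real arrays.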

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

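The tests with the poly-A spike-in controls and with the glycolysis and hypoxia genes as covariates, and the description of clone 7.3, were chosen after the result was seen. The other tests in this part were not.

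Clone 7.3 stood apart from the other RAW-FoxQ1 clones. In 14 of 272 groups of clones, over the 136 genes considered for naming, the gap between the highest or lowest clone and the nearest other clone took up more of the group's range than Dixon's 95% critical value, where chance gives about 5% or 13.6 groups. Of these 14, 7 concern clone 7.3. Its gap was 0.810 of the range for Ly6e, at 9.49 against 6.43 to 7.01 in the other RAW-FoxQ1 clones. Clone 7.3 was also the highest for Ccl2 (0.747), Rrm2 (0.730), Acvr1 (0.730) and Dusp6 (0.841), and the lowest for Itga4 (0.759) and Smad1 (0.763). Smad1 lay at 6.22 in clone 7.3 against 7.80 to 8.29 in the others. Its log2 fold change of -1.17 was -0.80 without clone 7.3, and its call was lost when RAW-vector clone 4, 5, 6 or 7 or RAW-FoxQ1 clone 7.2 was left out (adjusted p-values of 0.0507 to 0.0667) and under the one-way ANOVA (0.0704; over all settings 1.6e-04 to 0.984). Clone 7.2 was the lowest RAW-FoxQ1 clone for Cxcl2 (0.858). Among RAW-vector clones, clone 7 was the lowest for Arg1 (0.878) and Gas6 (0.858), clone 5 the highest for Tst (0.854) and Sh3kbp1 (0.965), clone 6 the highest for Iqgap3 (0.832) and clone 4 the highest for S1pr1 (0.872). Over all genes, 113 lay at least 1 on the log2 scale from the mean of the other RAW-FoxQ1 clones in clone 7.3, against 10 to 37 for the other RAW-FoxQ1 clones. No explanation for clone 7.3 was tested.

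Of 10 gene lists with no counterpart among the clusters and genes that the paper discusses, 4 shifted relative to the other genes: lysosome genes (camera adjusted p = 8.4e-09), glycolysis and hypoxia genes (1.5e-05) and ribosomal protein genes (0.0036) downwards, and genes of the stress and unfolded protein response (0.0026) upwards. With an estimated correlation, their adjusted p-values were 0.061 for lysosome, 0.49 for glycolysis and hypoxia, 0.49 for ribosomal proteins and 0.49 for stress. In all, 7 of the 35 lists shifted, and 25 of 100 splits of the clones, the real one included, gave as many, up to 12, so chance cannot be excluded for the number of lists.

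The number of called genes was 6748, 40.9% of the genes tested. In 100 drawn splits of the 9 clones only 1, the real one, gave as many, with 4337 in the highest other split. The same held for the genes called higher (3225 against 2058), those called lower (3523 against 2279), cytoskeletal genes called higher (63 against 34) and lower (60 against 44) and migration genes called lower (27 against 11). At least the 12 migration genes called higher came from 2 splits, with 17 in the highest other split. This argues against a random division of independent clones as the source of these counts. Whether clones share a founder is not known, so a chance difference between founders cannot be excluded. The counts per list also follow the large number of genes called over the whole array. Of 20 chromosomes with at least 20 measured genes, the largest median log2 fold change in size was -0.032, on chromosome 15. With the bootstrap error none exceeded 0.044 in size, below the limit of 0.1. This argues against gains or losses that move the median of a whole chromosome that far between the groups. The medians take in genes near the bottom of the array signal, where a change in copy number may not show. Gains or losses in only some clones of a group could also stay below the limit. Changes of smaller segments were not tested, and chromosome Y, with 6 genes, had a median of -0.096. With the poly-A spike-in controls as a covariate 39.1% of the called genes kept their call and direction, but the log2 fold changes of the called genes kept their size, with a slope of 0.98 on the values without the covariate; since these controls differ between the groups themselves (-0.50 on the log2 scale), array processing and group cannot be told apart for the number of called genes. FoxQ1 expression and differences between the founding cells of the clones stay open, as untested.

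The mitosis genes were higher in RAW-FoxQ1 clones, with a median log2 fold change of 1.70. If crowding or low oxygen in the RAW-vector cultures were the whole cause, the shift would follow the glycolysis and hypoxia genes, which were higher in RAW-vector clones. With their mean as a covariate the median of the mitosis list was 1.62 and 71 of its genes were called higher. With the poly-A spike-in controls as a covariate the median was 1.78 and 72 genes were called higher. The shift kept its size, so among clones of 1 group the list varied little with either covariate. Each covariate is correlated with the group (r = -0.88 for the glycolysis and hypoxia genes and -0.86 for the poly-A controls). These fits therefore cannot tell growth conditions or array processing that set the whole groups apart from the group itself. Growth conditions and array processing stay open, and so do FoxQ1 expression and differences between the founding cells of the clones, as untested.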

How the results depend on the processing

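The fits with covariates, those that apply other settings to the gene lists, and those without members of the mitosis list were chosen after the data were seen, and the others were not. Under the methods' one-way ANOVA, the trend and robust fit, array weights, repeated quantile normalization, median centring, the filter on dim genes and averaged rows, every count of called genes stayed within 1.5 times its value. Foxq1, Lsp1 and Cldn11 kept their call under every setting run on single genes, and so did Plxnc1, which the filter on dim genes drops, as it drops Ccr2. Leaving out 1 clone at a time gave 2885 to 3171 genes called higher and 3065 to 3474 lower, 59 to 66 cytoskeletal genes higher and 50 to 62 lower, 11 to 15 migration genes higher and 24 to 29 lower, and 7 to 8 lists with a shift. Of the 6748 called genes, 90.9% kept call and direction under the one-way ANOVA. With a log2 fold change of at least 1 required, 381 genes were called higher and 302 lower. With the poly-A spike-in controls as a covariate, 1461 genes were called higher and 1274 lower, 35 cytoskeletal genes higher and 15 lower, and 6 migration genes higher and 12 lower. With the glycolysis and hypoxia genes as a covariate, these counts were 1132, 1086, 23, 13, 4 and 13. Each covariate differs between the groups, which widens the error of the group difference. Of 35 gene lists 7 shifted, against 0 with an estimated correlation (3 at an unadjusted p under 0.05) 10 without dim genes, where 3 were gained, and 11 with the glycolysis and hypoxia covariate, where 7 were gained and 3 lost. With the poly-A covariate 7 shifted, with 1 gained and 1 lost. Signs turned with the poly-A covariate for Ccr2 (-0.013), Chil3 (0.0092) and Tnf (-0.21), and with the glycolysis and hypoxia covariate for Ccr2 (-0.074), Ccl2 (-0.17), Cep170 (0.091), Clec5a (-0.10), Ctsl (0.31), Dynlt3 (0.13), Eno2 (0.099), Msr1 (-0.43), Nos2 (-0.097), Rb1 (0.056) and Tnf (-0.77), and for the shift of the glycolysis and hypoxia list itself (adjusted p = 0.93), which this covariate removes by construction. Eno2 is itself a member of that list. The antigen presentation list lost its shift with either covariate and the ribosomal protein list with the glycolysis and hypoxia covariate. For the other changes named here the cause was not tested. Among the 136 genes considered for naming, 9 lost their call under the one-way ANOVA (Atp6v1h, Ccnd2, Cdkn1a, Clec5a, Ctsl, Hmox1, Msr1, Sema6b and Smad1), 55 with the poly-A covariate and 59 with the glycolysis and hypoxia covariate, apart from those whose sign turned. No paired analysis was possible because the groups share no clone numbers. Genes near the bottom of the array signal, such as Ccr2, Cd163, Arg1 and Chil3 in both groups, Plxnc1, Cldn11, Acss1, Itga6 and Mrc1 in RAW-FoxQ1 clones and Pla1a and Rps15a in RAW-vector clones, are limited by signal over background.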

Differences from the paper's values

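The values with covariates were chosen after the data were seen. For genes of cytoskeletal remodeling the paper gives 21 upregulated genes, and 63 of the 247 genes on the lists used here were called higher, with 60 called lower. For genes of migration and metastasis the paper gives 15 downregulated genes, and 27 of 89 were called lower. The genes counted are not the same, since the paper's tables of genes were not used here. Under every alternative set before the data were examined and run on these counts, the values still differed from the paper's by more than 1.5 times. With the glycolysis and hypoxia genes as a covariate, chosen after seeing the values, 23 cytoskeletal genes were called higher and 13 migration genes lower. With the poly-A spike-in controls as a covariate, chosen in the same way, 35 cytoskeletal genes were called higher and 12 migration genes lower. The 23, 13 and 12 fall within 1.5 times of the paper's counts and the 35 does not. Fewer genes of any kind were called in these fits, 2218 and 2735, and the lists are not the paper's. Nearness of these counts therefore does not show that the same genes were found. With each covariate, 0 of the 3 genes that the paper names as lower (Lsp1, Plxnc1 and Cldn11) lose their call.

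The paper's RT-qPCR log2 ratio of the group means was about -3.7 for Lsp1 in Fig. 6B, read by eye, and the array value was -2.06. For Plxnc1 it was about -4.6 in Fig. 6B, read by eye, and the array value was -0.86. Directions match for both genes, and for Cldn11, at -4.28 on the arrays. For Ccr2 the paper's ratio was about 1.2 in Fig. 5B, read by eye, and the array value was 0.096, with an adjusted p of 0.326 from limma. In none of the alternatives set before the data were examined did an array value come within the clones' SD of the paper's for these 3 genes. This SD is that of the array values within a group and leaves out the error of RT-qPCR. Plxnc1 lay at 7.21 to 7.41 in RAW-vector clones, and the lowest value on any array was 5.64. An array value of -4.6 was therefore not possible for Plxnc1, and its difference from the paper's ratio does not bear on the mRNA. Signal over background limits Ccr2 too. RT-qPCR and arrays are different assays, and the array values are differences of mean log2 values.

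The discussion of the paper names CCR2 expression as increased in FoxQ1-expressing cells. The results of the paper report a tendency by RT-qPCR that was not significant (Fig. 5B). On the arrays Ccr2 was not called, and its log2 fold change was 0.035 without clone 7.3. Its signal lay near the bottom of the array signal in both groups, where signal over background limits what the array can show. The array value therefore does not decide whether Ccr2 mRNA differed.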

Other observations

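The comparison of clone 7.3 with the other RAW-FoxQ1 clones and the genes named for it were chosen after their values were seen. The other values come from the fits and lists described above. Counts for each list are to be read against all genes tested, of which 40.9% were called, 3225 higher and 3523 lower.

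Lysosome genes, and genes of glycolysis and the response to low oxygen, were lower in RAW-FoxQ1 clones. Of 60 measured lysosome genes 40 fell and 4 rose (42 and 5 when adjusted over the list alone), with a median log2 fold change of -0.41. After Ctsl the largest decreases were those of palmitoyl-protein thioesterase Ppt1 at -1.40, the cholesterol carrier Npc2 at -1.22 and the peptidase Tpp1 at -1.13, while the proton pump subunits Atp6v1b2 and Atp6v0d2 rose by 0.91 and 0.68 on the log2 scale, as did Atp6v1h by 0.26 and Atp6v0a1 by 0.24. The calls of these 4 subunits were lost with either covariate. Their log2 fold changes were 0.54, 0.53, 0.45 and 0.19 with the poly-A covariate and 0.38, 0.91, 0.066 and 0.089 with the glycolysis and hypoxia covariate. The call of Atp6v1h was also lost under the one-way ANOVA (adjusted p = 0.0576) and without RAW-vector clone 5, 6 or 7 or RAW-FoxQ1 clone 7.3 (0.0544 to 0.0755). Of 32 genes of glycolysis and low oxygen 21 fell and none rose (23 and 0 over the list alone), with a median of -0.83. After Ndrg1, the stress regulator Ddit4 had a log2 fold change of -2.47, the oxidoreductase Ero1a of -2.36 and Eno2, an enolase, of -2.10; the call of Eno2 was lost with the poly-A covariate, where its value was -2.25, and with the covariate made of this list's genes Ddit4 (-0.61), Ero1a (-0.71) and Eno2 (0.099) were not called. Clones of 1 group differed in this list: its mean deviation ran from 0.23 to 0.80 among RAW-vector clones and from -0.76 to 0.029 among RAW-FoxQ1 clones. Of 40 genes of the stress and unfolded protein response 20 rose and 6 fell (21 and 6 over the list alone). The increases were led by the endoplasmic reticulum proteins Creld2 at 1.78, Sdf2l1 at 1.32 and Manf at 1.16. The largest decreases were those of Hmox1, at -0.67, Slc7a11 and Dnajb9, whose calls were lost with either covariate. Of 19 ribosomal protein genes 12 fell and 1 rose (13 and 1 over the list alone), with Rpl22 at -1.17 and Rpl15 at -0.95 against Rps15a at 0.35, whose RAW-vector mean lies near the bottom of the array signal (5.45 percentile), and the shift of this list had an adjusted p of 0.327 with the glycolysis and hypoxia covariate, where these 3 genes lost their call (-0.59, -0.38 and 0.26), as Rps15a did with the poly-A covariate (0.27).

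Among called genes of antigen presentation, macrophage identity, chemokines and the LPS and TNF pathway, more fell than rose in each list. Without a covariate, only the antigen presentation list shifted relative to the other genes, and with an estimated correlation none of these lists did. Of 26 antigen presentation genes 12 fell and 2 rose (14 and 2 over the list alone; camera adjusted p = 0.0037, and adjusted p = 0.50 with an estimated correlation, 0.073 with the poly-A and 0.106 with the glycolysis and hypoxia covariate). The class II invariant chain Cd74 had a log2 fold change of -1.23, H2-Ob of -1.33 and H2-M3 of -1.48, while the immunoproteasome subunit Psmb8 rose by 0.56. Of 51 genes of macrophage identity 20 fell and 7 rose (21 and 7 over the list alone; camera adjusted p = 0.177, and adjusted p = 0.555 with an estimated correlation and 0.0018, downwards, with the glycolysis and hypoxia covariate). Its largest decreases were those of Ly6e and Fcgr3, and its largest increases those of the transcription factor Klf2 at 1.49 and the lipase Lpl at 0.98. Among 60 chemokines and their receptors 13 fell and 7 rose (13 and 7 over the list alone; camera adjusted p = 0.654). Cxcl16 had a log2 fold change of -2.49, the complement receptor C5ar1 of -1.76 and the sphingosine phosphate receptor S1pr1 of -0.92, against 1.26 for Cxcr3, 1.12 for Cxcl14 and 0.91 for Cxcl2. Of 59 genes of the LPS and TNF pathway 17 fell and 5 rose (17 and 5 over the list alone). The camera test gave this list an adjusted p of 0.238, of 0.71 with an estimated correlation and of 2.6e-05, downwards, with the glycolysis and hypoxia covariate. The mRNA decay factor Zfp36l1 had a log2 fold change of -1.72, Ly86 of -1.26, the kinase Map3k7 of 0.74 and the NF-kappaB subunit Rel of 0.58. Calls lost with the poly-A and with the glycolysis and hypoxia covariate, with the log2 fold changes in this order, were those of H2-M3 (-1.14 and -0.84), Lpl (0.79 and 0.51), S1pr1 (-0.41 and -0.63), Cxcr3 (0.87 and 0.62), Cxcl14 (1.40 and 0.24), Cxcl2 (1.15 and 0.91), Map3k7 (0.37 and 0.39) and Rel (0.51 and 0.21). Klf2 (1.37) and Cxcl16 (-1.63) lost their call with the poly-A covariate alone, and Cd74 (-0.63) and Ly86 (-0.59) with the other alone.

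The paper reports similar uptake of latex beads and acLDL by RAW-FoxQ1 and RAW-vector clones and faster TNF secretion after LPS (Fig. 4). For the arrays, the sample labels list no treatment besides the selection. Of 65 scavenger and phagocytosis genes 21 fell and 8 rose (21 and 8 over the list alone; camera adjusted p = 0.177, and adjusted p = 0.490 with an estimated correlation and 0.0018, downwards, with the glycolysis and hypoxia covariate). Fcgr3 had a log2 fold change of -2.71, Cxcl16 of -2.49 and Gas6, which bridges dying cells to their receptors, of -2.17. The scavenger receptor Msr1, which binds acLDL, was higher by 1.00 on the log2 scale (adjusted p = 0.0352 from limma), and this call was lost when RAW-vector clone 4, 5 or 7 or RAW-FoxQ1 clone 7.2 or 7.5 was left out (adjusted p-values of 0.0522 to 0.0906), under the one-way ANOVA (0.0791), and with the poly-A covariate (0.53 on the log2 scale) and the glycolysis and hypoxia covariate, where it turned to -0.43 (adjusted p over all settings 0.0092 to 0.667). Tnf had a log2 fold change of 0.25 (standard error 0.263, adjusted p = 0.507 from limma), and 0.051 without clone 7.3 and 0.089 without RAW-vector clone 4. Ccl2, the gene of MCP-1, was higher in every RAW-FoxQ1 clone than in any RAW-vector clone, with a log2 fold change of 0.32 (adjusted p = 0.134 from limma, and p = 0.0397 in the exact permutation test); without clone 7.3 it was 0.17 with an adjusted p of 0.0275, and over all settings the adjusted p ran up to 0.762. Among macrophage polarization markers the mannose receptor Mrc1 (CD206) had a log2 fold change of -0.32 (adjusted p = 0.0211 from limma), a call that was lost without RAW-vector clone 5 or 6 (adjusted p = 0.0643 and 0.0575, over all settings 0.0032 to 0.237) and with either covariate (-0.44 and -0.41). Cd163 (-0.093), Arg1 (-0.068), Nos2 (0.041) and Chil3 (-0.036) were not called by limma, and Cd163 was called by its trend and robust fit (adjusted p = 0.0459, over all settings up to 0.331). The means of Cd163, Arg1 and Chil3 rank at or below the 11.9 percentile in both groups and that of Mrc1 at the 11.1 percentile in RAW-FoxQ1 clones. At this level signal over background limits what the array can show, so these values do not bound the differences in mRNA.

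In the remaining lists, few members changed or members went both ways, with camera adjusted p-values of 0.177 to 0.926. Without dim genes, the dendritic cell (adjusted p = 0.0077), cytokine (0.0244) and interferon (0.0332) lists shifted downwards. With the glycolysis and hypoxia covariate the cytokine (0.0051) and alternative activation (0.0316) lists did. With an estimated correlation, adjusted p = 0.490 for dendritic cells, 0.490 for cytokines, 0.789 for interferon and 0.71 for alternative activation. Of 86 genes of cytokines and their receptors 8 rose and 27 fell, of 62 interferon response genes 9 and 16, of 33 genes of alternative activation 2 and 8, of 34 genes of classical activation 2 and 8, of 37 osteoclast genes 4 and 12, of 27 dendritic cell genes 0 and 7, of 20 genes of cholesterol synthesis 6 and 6, of 60 genes of epithelial-mesenchymal transition 4 and 6, of 36 forkhead genes 4 and 6, and of 60 Wnt pathway genes 7 and 8. Markers of cells that a culture of a macrophage line should lack changed little, with 0 and 2 of 25 lymphocyte markers and 0 and 1 of 25 fibroblast and epithelial markers. Of 5 Y-linked genes none rose and 1, Eif2s3y, fell. The lymphocyte markers were Cd79b and Cd3e and the fibroblast marker was Pdgfrb, named after their values were seen. The median and mean of the cholesterol list (-0.051 and 0.026) and of the forkhead list (-0.035 and 0.024) differ in sign. Adjusted over each list alone, the counts were 8 and 27 for cytokines, 9 and 15 for interferon, 2 and 8 for each activation list, 4 and 12 for osteoclasts, 0 and 7 for dendritic cells, 7 and 6 for cholesterol, 4 and 4 for the transition and forkhead lists, 4 and 7 for Wnt, 0 and 2 for lymphocytes, 0 and 1 for fibroblasts and epithelium, and 0 and 1 for Y-linked genes.

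RAW-FoxQ1 clone 7.3 differed from the other 4 RAW-FoxQ1 clones in genes of several kinds. Compared with the mean of those clones it was lower in Ctsl (-3.58 on the log2 scale), the scavenger receptor Cd36 (-2.32) and the macrophage marker Adgre1 (-1.95), and higher in the interleukin 1 antagonist Il1rn by 1.89 and in Acod1, which makes itaconate, by 2.11. These are values of 1 clone without a replicate. Of these 5 genes only Ctsl was among those given Dixon's test, which did not flag it, and no test was run on the others.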
